A study of Mus musculus with 8 samples. Its data were reported in "Stat3 oxidation-dependent regulation of gene expression impacts on developmental processes and involves cooperation with Hif-1α" (2020).

How the data were processed

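RNA was sequenced from immortalised mouse embryonic fibroblasts (MEFs) whose own Stat3 gene had been deleted by a Cre recombinase, and which were then transduced with either WT-Stat3 (WT cells) or Stat3-C3S (C3S cells), a mutant in which cysteines that are oxidised under oxidative stress are replaced so that the protein is insensitive to redox change. Both lines were polyclonal populations sorted for the Thy1.1 marker of the deletion step and the GFP marker of the transduction step. Cells were left untreated (basal) or exposed to 100 µM hydrogen peroxide (peroxide, H2O2) for 2 h. The 4 groups had 2 libraries each, 8 libraries in all. The labels do not say whether the 2 libraries of a group came from separate cultures. The paper's text calls them biological replicates, and the p-values given here measure the spread between these samples.

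The deposited table holds expected counts, that is estimated read counts per gene that need not be whole numbers. Per the study's methods, the authors trimmed adaptors with Scythe and low-quality ends with Sickle, aligned the single-end reads to the mm10 genome with TopHat2 2.0.10, and counted uniquely mapped reads over exons. The libraries were made with a directional kit, which keeps the strand of the transcript, and the authors tested for differences in MATLAB. The program used for counting, and whether it made use of the strand, are not given in the sources used here, so reads of genes that overlap on opposite strands are uncertain, as are those of near-identical gene copies. Of the values above 0, 58.4% were whole within a tolerance of 1e-09. The header over the sheet calls the values normalised, but the totals differed between columns and the sheet was not scaled. A second deposited sheet holds a signal, which the authors obtained by dividing the expected counts by 1 size factor per library. The ratio of the sheets was constant within each column, with a largest relative spread of 1.2e-14. The second sheet was not used in the tests. A further 24 columns with values per group were not used.

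The table listed 19041 rows. Of these, 27 carried a number that a spreadsheet makes of a gene name read as a date. They held 0.28% of all counts and stayed in the tests where they passed the filter (20 did), but could not be named. Library totals ran from 17050016 counts (a C3S basal library) to 22260814 (a WT H2O2 library). At this depth a gene with 0 counts in a group could still have had up to 3 counts over the group, and this floor was used for every fold against a group at 0. Ratios of summed counts have exact 95% intervals from the binomial distribution. These intervals and floors cover counting error only.

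Expected counts were rounded to whole numbers. Genes were tested if the mean expected count of at least 1 group, before scaling, reached 10, which kept 13538 genes and left out 5503. Libraries were scaled by median-of-ratios size factors, so all changes are relative to the typical gene and a change in total RNA per cell would not be seen. Differences were tested with the quasi-likelihood F-test of edgeR 4.0.16 with robust dispersion in R 4.3.3, fitted on the 4 libraries compared. The SE of a log2 fold change is its size divided by the square root of F. P-values were adjusted over all genes tested by the method of Benjamini and Hochberg. A gene was called when its adjusted p was under 0.05 and its fold change at least 2, which are the study's thresholds. The comparisons were H2O2 against basal in WT cells and in C3S cells, and C3S against WT cells at baseline and after H2O2. The difference of the peroxide response between lines was tested as the interaction of line and treatment in a fit of all 8 libraries, as C3S minus WT. Only this test compares the responses of both lines.

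Lists of genes were written from general knowledge of gene function or taken from the study's text and tables. They were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01. Each list needed at least 5 measured members. The study's table of Stat3 targets from the literature holds fewer symbols than the set in its methods. Of the 488 used here, many of them older names, 355 were in the count table and 309 were tested. Of the 925 genes near Stat3 peaks, 545 were in the count table and 473 were tested. Camera was repeated with the correlation estimated from the residuals, which is the more cautious form. The lists were tested in 47 sets and 5 contrasts, 235 tests adjusted together. The list of mitochondrially encoded genes had 0 members in the table. Lists that the study drew from these same libraries are not independent evidence. Genes were placed with GENCODE M21 (GRCm38, the same build as mm10), in which 98.2% of the rows were matched by a current or older symbol.

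The genes named were set by a rule. They are the 6 largest rises and 6 largest falls among called genes with a mean normalised count of at least 100 in the higher group, without clone-type symbols, the genes named by the study, and from each list up to 4 called members with the smallest p-values, or up to 2 with the highest counts where none was called. Genes named outside this rule are said to have been chosen after their values were seen. The thresholds, lists, naming rule and alternatives were fixed before the data were examined.

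Patterns over the 4 comparisons were made by giving each gene 1, 0 or -1 for called higher, not called or called lower, and the 10 patterns that the study kept were counted. For genes with fewer than 5 normalised counts at baseline, all genes with at least 500 mean normalised counts within 10 kb were found. Each gene was put in the first class that applied to any of these neighbours, whichever was nearest. The order was overlap with one, downstream of one on the same strand, downstream on the other strand, and upstream of the start. A gene classed as upstream thus lay downstream of none.

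The pipeline was tested on simulated data. Of 50 genes per size with a mean of at least 50 counts that were given a change of 1.5, 2 or 3 on the log2 scale, 98% to 100% were called in every comparison, and 0 of those given 0.585, which lies under the minimum fold change. Of 13338 unchanged genes, between 2 and 7 were called. Camera gave p under 0.05 for 1 of 100 random lists of unchanged genes. The simulated genes were drawn independently, so this does not test the preset correlation for genes that vary together. Alternatives covered TMM scaling, no filter and edgeR's filterByExpr, DESeq2 1.42.0, edgeR's exact test, a single fit of all libraries, no minimum fold change, thinning to the smallest library, the replicate number as a term, and leaving out each library in turn.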

Results

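The libraries address how far the response of MEFs to an acute peroxide challenge depends on a Stat3 protein that can be oxidised. Stat3 is a transcription factor activated by cytokines, and its C3S form cannot be oxidised at the replaced cysteines. The Stat3 transcript stood at 8703 ± 264 normalised read counts (mean ± SD, n = 2 libraries, as for all means below) in WT basal cells and at 5115 ± 103 in C3S basal cells. After H2O2 it stood at 7536 ± 76.6 in WT cells and 4750 ± 98.4 in C3S cells. The difference at baseline was -0.77 on the log2 scale (SE 0.0459, edgeR adjusted p = 4.36e-22), which is under the 2-fold threshold. The counts do not separate the introduced Stat3 from any remaining transcript of the deleted gene, which lies from 100885098 to 100939540 on chromosome 11.

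Line and treatment accounted for most of the variation between libraries. The first principal component held 59.2% of the variance and separated all 4 WT libraries from all 4 C3S libraries, and the second held 29.9% and separated basal from H2O2 libraries. Correlations across genes between libraries of the same group were 0.992 to 0.994, against 0.922 to 0.973 between groups. Genes are not independent replicates. More genes were detected after H2O2. At least 1 count was found for 15092 and 14897 genes in the WT basal libraries and for 16725 and 16672 in the WT H2O2 libraries. The C3S basal libraries detected 14483 and 14807 genes, and the C3S H2O2 libraries 15898 and 15775, with no more total counts than the deeper C3S basal library.

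In WT cells, peroxide raised Egr1 and Hmox1 and lowered Socs3 and Pdgfrb within 2 h. Egr1, an immediate early transcription factor, rose from 2528 ± 96.9 to 14860 ± 154 normalised counts (log2 fold change 2.56, SE 0.0425, edgeR adjusted p = 2.96e-63). Hmox1, the haem oxygenase that is a standard marker of oxidative stress, rose from 1180 ± 10.0 to 2832 ± 88.3 (log2 fold change 1.26, adjusted p = 4.49e-35). Socs3, which encodes the feedback inhibitor of Stat3 signalling, fell by 1.72 on the log2 scale (SE 0.084, adjusted p = 1.47e-30), from 873 ± 70.1 to 264.7 ± 20.7. Pdgfrb, a receptor for platelet-derived growth factor on mesenchymal cells, fell from 1157 ± 50.3 to 439.7 ± 57.0 (log2 fold change -1.40, adjusted p = 4.31e-27). In all, 1033 genes rose and 236 fell, so 81.4% of the 1269 called genes were higher. Without a minimum fold change, 5972 genes passed the adjusted p, 2473 higher and 3499 lower.

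Junb, Bhlhe40, Vegfa and Sox9 were also among the genes that rose in WT cells. Junb, an AP-1 subunit, went from 1005 ± 99.0 to 3653 ± 40.6 normalised counts (log2 fold change 1.86, adjusted p = 2.34e-43). Bhlhe40, a repressor linked to hypoxia and the circadian clock, went from 1454 ± 76.1 to 5592 ± 52.7 (log2 fold change 1.94, adjusted p = 3.02e-50). Vegfa, the vascular growth factor, went from 954.9 ± 43.0 to 2228 ± 46.3 (log2 fold change 1.22, adjusted p = 1.01e-32). Hspa1b, an inducible heat shock protein, went from 622.1 ± 48.0 to 2620 ± 74.0 (log2 fold change 2.08), but its near-identical copy Hspa1a makes the assignment of reads between them uncertain. Sox9, a regulator of cartilage formation, rose by 1.24 (adjusted p = 1.07e-25). Of the list of immediate early genes, 12 of 35 measured rose and 1 fell (camera adjusted p = 3.96e-06, adjusted p = 0.16 with an estimated correlation, median log2 fold change 0.509). Of the list of Hif-1 target genes, 6 of 45 rose and 0 fell (camera adjusted p = 3.89e-06, adjusted p = 0.0769 with an estimated correlation, median 0.199). The Nrf2 target list had a median of 0.154 with 1 of 31 genes called (camera adjusted p = 0.000435, adjusted p = 0.126 with an estimated correlation). Antioxidant enzymes showed no shift as a list, with 1 of 24 higher and 1 lower (camera adjusted p = 0.695, adjusted p = 0.823 with an estimated correlation). In the tests of lists, 104 of 235 passed with the preset correlation and 0 passed with the estimated one, so no call on a list held in the cautious form. With 2 libraries per group that form could hardly pass any list. The study's list of risen genes, drawn from these libraries, had 113 of 113 members called higher in WT cells. Its camera adjusted p with an estimated correlation was still 0.0608, so a list that failed this form is not shown to be unchanged. Counts of list members are those adjusted over all genes, and they were equal to the counts adjusted over the list alone unless the latter are given.

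The genes that fell in WT cells included the vasoconstrictor peptide gene Edn1, from 477.3 ± 37.4 to 111.6 ± 5.97 normalised counts (log2 fold change -2.10, SE 0.117, edgeR adjusted p = 5.43e-27), and Lfng, which modifies Notch receptors, from 775.9 ± 20.5 to 192.0 ± 6.26 (log2 fold change -2.02, adjusted p = 7.7e-33). Postn, a matrix protein of fibroblasts, fell by 1.55 (adjusted p = 3.3e-34). Col1a2, a chain of type I collagen, fell from 27500 ± 538 to 12930 ± 409 (log2 fold change -1.09, adjusted p = 2.95e-41). Dnm3os, a non-coding RNA from the strand opposite Dnm3, fell from 308.7 ± 6.26 to 48.59 ± 7.62 (log2 fold change -2.67, adjusted p = 1.69e-25), with the strand of the reads uncertain. Osr1, a transcription factor of limb and kidney mesenchyme, fell by 1.45 and Trps1, a repressor in cartilage, by 1.20 (adjusted p = 3.84e-25 and 4.37e-19). The list of limb and mesenchyme transcription factors had 13 of 52 members lower and 3 higher (median -0.651, camera adjusted p = 8.43e-07, adjusted p = 0.106 with an estimated correlation). In the list of small leucine-rich proteoglycans and matrix genes, 6 of 25 were lower and 1 was higher (median -0.617, camera adjusted p = 1.35e-05, adjusted p = 0.0769 with an estimated correlation). Of the replication histone genes, whose near-identical copies make single genes uncertain, 18 of 57 were lower and 2 higher (median -0.839, camera adjusted p = 0.0014, adjusted p = 0.42 with an estimated correlation).

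Many of the genes that rose in WT cells were almost silent before treatment. The median basal count of risen genes was 4.14, against 99.4 for those that fell. Mmp25, a membrane-bound matrix protease, stood at 1.11 normalised counts in WT basal cells and at 108.1 ± 7.12 after H2O2. Npc1l1, an intestinal cholesterol transporter, went from 1.57 to 120.0, and Myo15, a myosin of inner ear hair cells, from 2.56 to 138.6. Il17f, a cytokine of T cells, had 1 count over both WT basal libraries and 77 over both WT H2O2 libraries, a ratio of 61.2 with a 95% counting interval of 10.7 to 2450, and for the skin protease gene Asprv1 it was 62.0 (10.8 to 2480). The apelin receptor gene Aplnr had a ratio of 26.2 (4.39 to 1070). The inflammasome sensor gene Nlrp3 had 0 counts at baseline and was at least 23.9-fold higher after H2O2, against a floor of 3 counts over the group. Markers of several cell types unrelated to fibroblasts were among the risen genes. Of leukocyte markers, 8 of 13 measured were called higher and 9 when adjusted over the list alone (camera adjusted p = 3.85e-05, adjusted p = 0.0943 with an estimated correlation). Cd14, a receptor of macrophages, went from 96.7 ± 5.21 to 235.4 ± 11.4. Of skeletal muscle markers 6 of 13 were called higher, and of keratins and cornified envelope genes 7 of 18, with 0 lower in both (camera adjusted p = 0.00599 and 0.0083, adjusted p = 0.126 for each with an estimated correlation). Of epithelial markers, 6 of 20 were higher and 2 lower (camera adjusted p = 0.179, adjusted p = 0.312 with an estimated correlation). The count table held 26 leukocyte, 22 muscle, 73 keratin and cornified and 31 epithelial genes of these lists, and the rest were not tested. A marker almost silent at baseline was measured only if another group passed the filter, which favours risen genes. These shares therefore do not describe the whole lists. Among all 13538 genes tested, 1033 rose in WT cells.

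The share of almost silent genes that rose differed by position relative to expressed genes. Of the 295 genes with fewer than 5 normalised counts at baseline that lay within 10 kb downstream of an expressed gene on the same strand, 38.6% (exact 95% interval 33.1% to 44.5%) rose in WT cells. The share was 15.1% of 345 genes upstream of the start of an expressed gene and 6.51% of 4516 genes with no expressed gene within 10 kb. In C3S cells these shares were 35.3%, 13.1% and 5.66%. Of the low-baseline genes that rose in WT cells, 53.8% had no expressed gene within 10 kb and 20.9% lay downstream on the same strand. Myo15 lay 585 bp downstream of Drg2, A3galt2 2483 bp downstream of Phc2 and Selplg 9792 bp downstream of Coro1c, and 2610528A11Rik lay within 10 kb downstream of Ghitm, all on the same strand. No gene expressed at this level lay within 10 kb on the same strand upstream of Il17f, Asprv1, Aplnr, Nlrp3, Mmp25 or Npc1l1.

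**Figure D1:**
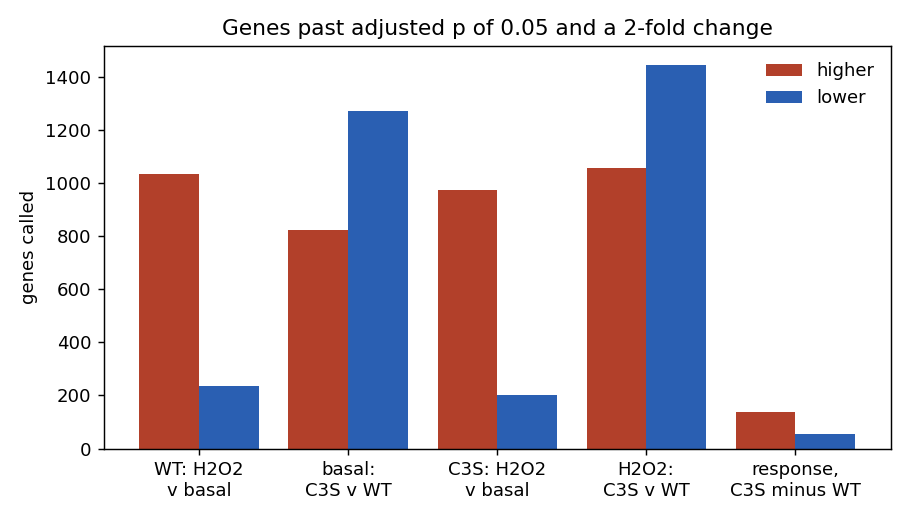
Bars give the number of genes called higher or lower (edgeR adjusted p under 0.05 and at least 2-fold) in the 4 comparisons and in the test of the difference of the peroxide response. With the 2-fold minimum, H2O2 against basal gave mostly rises (1033 against 236 in WT cells, 974 against 201 in C3S cells), while by adjusted p alone falls were the more numerous (2473 higher and 3499 lower in WT cells, 2352 and 2780 in C3S cells).

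At baseline the lines already differed in genes that mark position along the body and cell type. Hoxd13, which patterns the digits, stood at 348.4 ± 3.39 normalised counts in WT and 3047 ± 4.34 in C3S cells (log2 fold change 3.13, SE 0.0654, edgeR adjusted p = 1.83e-44). Hoxc10, another homeobox gene of posterior identity, stood at 518.8 ± 8.97 in WT and 23.9 ± 0.289 in C3S cells (log2 fold change -4.44, SE 0.161, adjusted p = 1.87e-32). Acta2, the smooth muscle actin of contractile fibroblasts, was higher in C3S cells, at 43010 ± 269 against 13020 ± 108 (log2 fold change 1.72, adjusted p = 2.82e-42). Socs3 was lower in C3S cells by -1.44 (adjusted p = 1.79e-22), at 323.0 ± 16.7. In total, 822 genes were higher and 1271 lower in C3S than in WT cells, 2093 calls.

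The largest differences at baseline were near presence and absence. Ddx4, a helicase of germ cells, stood at 647.9 ± 10.8 normalised counts in WT and 3.70 ± 0.121 in C3S cells (log2 fold change -7.40, SE 0.213, edgeR adjusted p = 1.68e-37). Arhgap36, a regulator of hedgehog signalling, stood at 5.51 ± 6.27 in WT and 549.6 ± 22.7 in C3S cells (log2 fold change 6.57, adjusted p = 9.08e-28). Lpl, the lipoprotein lipase, was at 2953 ± 42.0 and 199.0 ± 5.58 (log2 fold change -3.89, adjusted p = 1.05e-46). Fn1, the abundant matrix protein fibronectin, was at 126000 ± 661 in WT and 55580 ± 763 in C3S cells (log2 fold change -1.18). Ccnd1, cyclin D1, was at 3669 ± 206 in WT and 10340 ± 107 in C3S cells (adjusted p = 2.67e-35), and Cdkn1a, the inhibitor of cyclin-dependent kinases, at 968.4 ± 6.86 and 2070 ± 5.62 (log2 fold change 1.10). Of the Hox genes, 25 of 36 measured were lower in C3S cells and 4 higher (median log2 fold change -2.70, camera adjusted p = 1.63e-05, adjusted p = 0.0769 with an estimated correlation). The limb and mesenchyme transcription factors went the other way, with 23 of 52 higher and 5 lower (median 0.783, camera adjusted p = 5.01e-05, adjusted p = 0.124 with an estimated correlation), among them Tbx15, at 451.7 ± 29.8 in WT and 2427 ± 49.9 in C3S cells, while Meis1 was lower in C3S cells by -3.87.

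Ddx58, Krt14 and Dsp were among the genes lower in C3S cells at baseline. Ddx58, the cytoplasmic sensor of viral RNA, stood at 501.0 ± 5.39 normalised counts in WT and 177.3 ± 13 in C3S cells (SE of the log2 fold change 0.107, edgeR adjusted p = 8.61e-19). Of the interferon-stimulated genes, 22 of 44 were lower and 2 higher (median -1.05, camera adjusted p = 2.69e-05, adjusted p = 0.0769 with an estimated correlation). Ifit2 was one of those higher, at 671.6 ± 49.9 in WT and 1519 ± 30.2 in C3S cells (log2 fold change 1.18, adjusted p = 7.63e-24). The antigen-presenting gene H2-K1 was at 338.1 ± 49.5 and 54.6 ± 11 (log2 fold change -2.65), uncertain because its family varies between mouse strains and shares sequence. Krt14, a keratin of basal epidermis, was at 252.2 ± 9.08 in WT and 15.8 ± 0.108 in C3S cells (log2 fold change -3.98, adjusted p = 3.32e-24), and Dsp, a desmosome protein, at 763.4 ± 5.82 and 149.6 ± 2.95 (log2 fold change -2.35). Of the epithelial markers, 14 of 20 were lower and 3 higher (median -3.16, camera adjusted p = 0.00222, adjusted p = 0.109 with an estimated correlation). Cytokine targets of Stat3 had 6 of 35 members lower and 3 higher, 7 and 3 when adjusted over the list alone (camera adjusted p = 0.29, adjusted p = 0.447 with an estimated correlation). Genes near Stat3 binding peaks in WT cells treated with the cytokine LIF had a median of 0.147, with 46 of 473 higher and 38 lower (camera adjusted p = 0.00807, adjusted p = 0.109 with an estimated correlation).

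In C3S cells, peroxide raised Hmox1, Slc7a11 and Sesn2, and Socs3 stood near its basal level. Hmox1 rose from 1623 ± 59.4 to 6783 ± 433 normalised counts (log2 fold change 2.07, SE 0.0521, edgeR adjusted p = 1.43e-16). Slc7a11, the cystine importer that feeds glutathione synthesis, rose from 255.0 ± 32.1 to 1368 ± 10.0 (log2 fold change 2.43, adjusted p = 6.14e-15). Sesn2, a stress-induced regulator of metabolism, rose from 381.7 ± 3.32 to 1875 ± 19 (log2 fold change 2.30, adjusted p = 5.05e-16). Socs3 stood at 323.0 ± 16.7 before and 313.8 ± 2.34 after, a change of -0.04 with SE 0.101 (adjusted p = 0.803). Of the called genes, 974 rose and 201 fell (1175 in all, 82.9% higher). By adjusted p alone the balance turned, with 2352 genes higher and 2780 lower. None of the 24 antioxidant enzymes measured was called, with 2 higher and 3 lower by adjusted p alone (median 0.00722, camera adjusted p = 0.928, adjusted p = 0.938 with an estimated correlation).

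Early response genes were prominent among the rises in C3S cells. Nr4a1, an orphan nuclear receptor induced within minutes, went from 599.4 ± 34.4 to 3075 ± 82.4 normalised counts (log2 fold change 2.36, edgeR adjusted p = 9.59e-17), and Arc, an activity-induced gene, from 94.0 ± 8.47 to 1106 ± 48.3 (log2 fold change 3.57). Mdm2, the p53 target that limits p53, went from 2270 ± 39.7 to 5563 ± 146 (log2 fold change 1.29, adjusted p = 1.75e-14). Gadd45a, a DNA damage gene, went from 85.6 ± 22 to 506.6 ± 7.80 (log2 fold change 2.59, adjusted p = 1.07e-11). Ccnf, which encodes cyclin F of the G2 phase, fell from 1613 ± 10.8 to 363.5 ± 17.4 (log2 fold change -2.15, adjusted p = 3.14e-15). Of the Atf4 stress-response list, 8 of 33 rose and 0 fell (median 0.374, or 0.385 with the member at 0 set to the floor, camera adjusted p = 7.5e-11, adjusted p = 0.073 with an estimated correlation). The immediate early list had 18 of 35 higher and 1 lower (median 1.04, camera adjusted p = 1.62e-10, adjusted p = 0.109 with an estimated correlation). Hif-1 target genes rose in C3S cells as in WT cells, with 7 of 45 higher and 1 lower (median 0.252, camera adjusted p = 9.01e-07, adjusted p = 0.0769 with an estimated correlation). Their difference in response between the lines had a median of 0.0372, with 2 members higher and 2 lower in C3S cells (camera adjusted p = 0.112, adjusted p = 0.231 with an estimated correlation). Of the genes that rose in WT cells, 677 also rose in C3S cells, against 74.3 by chance, and 3 fell. Of those that fell in WT cells, 61 also fell in C3S cells, against 3.50 by chance. Across the 13538 genes tested the responses of both lines had a Pearson correlation of 0.776 and a Spearman correlation of 0.625, and these genes are not independent replicates.

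After H2O2 the lines differed in largely the same genes as before it. Igf2, the insulin-like growth factor of the embryo, stood at 777.1 ± 63.4 normalised counts in WT and 8.36 ± 5.59 in C3S cells (log2 fold change -6.53, SE 0.185, edgeR adjusted p = 4.92e-36). Trps1 stood at 265.3 ± 14.1 in WT and 1904 ± 121 in C3S cells (log2 fold change 2.84, adjusted p = 2.44e-41). Pdgfrb stood at 439.7 ± 57.0 and 1359 ± 22.3 (log2 fold change 1.63, adjusted p = 1.13e-27). Hmox1 was higher in C3S cells by 1.26 (adjusted p = 3.38e-31). For Il17f, 77 counts in WT and 21 in C3S cells gave a ratio of 2.71 (95% counting interval 1.66 to 4.62). The log2 fold change of Il17f was -1.43 (edgeR adjusted p = 0.00375), and its call was lost without WT H2O2 replicate 1 (-1.24), without C3S H2O2 replicate 1 (-0.905) or with DESeq2 (log2 fold change again -1.43). In total, 1056 genes were higher and 1443 lower in C3S cells, 2499 calls. Of the genes higher in C3S cells at baseline, 677 were also higher after H2O2 (64.1 by chance), and of those lower, 1028 were also lower (135 by chance). Hox genes had 26 of 36 members lower and 4 higher (median -3.11, camera adjusted p = 4.19e-06, adjusted p = 0.0769 with an estimated correlation).

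The peroxide response itself differed between the lines in a smaller set of genes. The response of Socs3 was higher in C3S than in WT cells by 1.68 on the log2 scale (SE 0.135, edgeR adjusted p = 2.46e-11), since it fell in WT cells. Slc7a11, at 249.2 ± 17.4 before and 405.5 ± 10.8 after H2O2 in WT cells, had a response that was higher in C3S cells by 1.73 (SE 0.13, adjusted p = 5.34e-12). Fosb, an AP-1 subunit, went from 1820 to 1016 normalised counts in WT and from 1473 to 2777 in C3S cells, a difference of 1.76 (SE 0.0747, adjusted p = 2.83e-18). The response of Egr1 was smaller in C3S cells by -1.02 (SE 0.0571, adjusted p = 3.28e-15), and this call was lost without WT basal replicate 1 (-0.983) or C3S basal replicate 1 (-0.984), which left it just under 2-fold. In all, 192 genes were called, 136 with a higher and 56 with a lower response in C3S cells, and 1700 passed the adjusted p alone. DESeq2 called 116, 88 with a higher and 28 with a lower response.

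Vegfa, Bhlhe40, Sesn2 and Pim1 were among the genes with a higher response in C3S cells. Vegfa, at 622.1 ± 23.5 before and 3206 ± 33.8 after H2O2 in C3S cells, had a response higher by 1.14 (SE 0.0792, edgeR adjusted p = 7.33e-13), and Bhlhe40 likewise by 1.14. Sesn2 had a response higher by 1.38 (adjusted p = 4.17e-12). Pim1, a kinase gene induced by Stat3, went from 455.5 to 496.4 in WT and from 373.7 to 1130 in C3S cells, a difference of 1.47 (adjusted p = 7.88e-12). Syk, a tyrosine kinase of immune receptors, fell in WT cells and had a response higher in C3S cells by 1.19 (adjusted p = 7.11e-06). Dnm3os and the matrix gene Thbs2 fell in WT cells, with differences of 2.03 and 1.26. Hspa1a had a smaller response in C3S cells by -1.55 (adjusted p = 0.000243), with its reads uncertain as said. Hilpda, a lipid droplet protein, went from 185.7 ± 8.12 to 513.5 ± 6.17 in WT and from 196.0 ± 19.1 to 223.3 ± 8.98 in C3S cells, a difference of -1.27 (adjusted p = 4.35e-07). The difference for Igf2 was -1.59 (adjusted p = 0.0192), and its call was lost without C3S basal replicate 2 (-1.07) or C3S H2O2 replicate 1 (-1.04). The Atf4 stress-response list had 5 of 33 members with a higher response in C3S cells, 6 when adjusted over the list alone, and 0 with a lower one (median 0.265, camera adjusted p = 3.07e-09, adjusted p = 0.073 with an estimated correlation). The limb and mesenchyme transcription factors had 3 of 52 higher and 0 lower (median 0.396, camera adjusted p = 1.48e-06, adjusted p = 0.106 with an estimated correlation). The Nrf2 list had a median of 0.104 (camera adjusted p = 0.033, adjusted p = 0.262 with an estimated correlation). It no longer passed with TMM scaling, nor without WT basal replicate 1, C3S basal replicate 1, WT H2O2 replicate 2 or C3S H2O2 replicate 1.

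**Figure D2:**
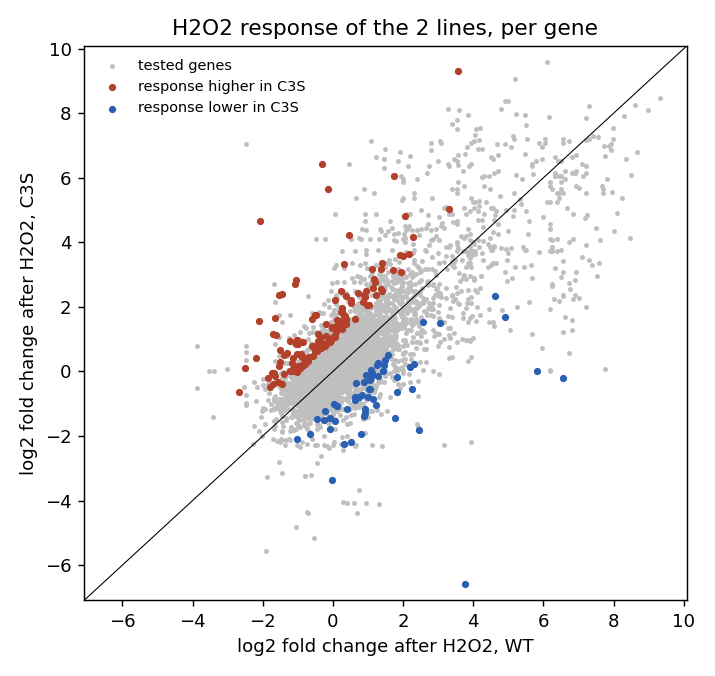
Each point is a gene, with the log2 fold change after H2O2 in WT cells on the horizontal axis and in C3S cells on the vertical axis, and the line marks equal responses. Coloured points are the 192 genes whose response differed between the lines, 136 above and 56 below the line.

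For genes of the study's Stat3 oxidation-responsive patterns, Il17f and Pdgfrb show the range of evidence. Il17f, Asprv1, Aplnr and Selplg, the ligand of selectins, rose in WT cells and were lower in C3S than in WT cells after H2O2, yet the edgeR test of the difference in response gave adjusted p of 0.474, 0.322, 0.384 and 0.108, and Selplg passed only without WT basal replicate 2 (log2 difference -4). In C3S cells the counting ratios after H2O2 over basal were 11 for Il17f (2.69 to 96.7), 8.02 for Asprv1 (2.42 to 41.7) and 3.14 for Aplnr (0.561 to 31.8), and Nlrp3 was at least 8.02-fold higher. Pdgfrb and the fibroblast growth factor gene Fgf7, which both fell in WT cells, had responses higher in C3S cells by 0.87 and 0.98 (adjusted p = 1.18e-08 and 2.46e-09), short of 2-fold. The difference reached 2-fold for Pdgfrb without WT H2O2 replicate 2 (1.01) and for Fgf7 without WT basal replicate 1 (1.02) or WT H2O2 replicate 2 (1.07).

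The 10 patterns held 282 of the 3879 genes called in any comparison, in which 46 distinct patterns occurred, and DESeq2 gave 120. A pattern gene has opposite calls in both comparisons that share the WT H2O2 libraries, and 282 of the 283 genes with such calls are pattern genes. Of these 282, 189 rose after H2O2 in WT cells, as Aplnr did, and 93 fell, as Pdgfrb did. The most frequent patterns were a rise in WT cells with a lower level in C3S than in WT cells after H2O2 and no other call (104 genes, Aplnr among them), and a fall in WT cells with higher levels in C3S cells both before and after (53 genes, Fgf7 among them). Among the risen genes, 136 of 189 had fewer than 10 normalised counts in WT basal cells, against 3 of 93 among the fallen, and 57 of the 189 also rose in C3S cells. The filter and the call rule favour that contrast in basal counts, since a gene with so few can hardly be called lower. The difference in response passed the adjusted p for 9 of the 189 risen and 53 of the 93 fallen genes, which is 62 of 282 (22%), and 31 were called. A further 161 called genes, Slc7a11, Sesn2 and Egr1 among them, lay outside the 10 patterns. The number of risen pattern genes was 109 without WT H2O2 replicate 2 and 127 without WT H2O2 replicate 1. The pattern lists of the study were drawn from these libraries and are not independent evidence. Its list of risen genes had 6 of 113 members with a lower and 1 with a higher response in C3S cells, 4 and 1 when adjusted over the list alone (median -0.985, or -1.24 with members at 0 set to the floor, camera adjusted p = 1.11e-15, adjusted p = 0.073 with an estimated correlation). Its list of fallen genes had 21 of 86 with a higher response, 27 when adjusted over the list alone, and 0 with a lower one (median 0.848, camera adjusted p = 1.2e-22, adjusted p = 0.0769 with an estimated correlation).

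**Figure D3:**
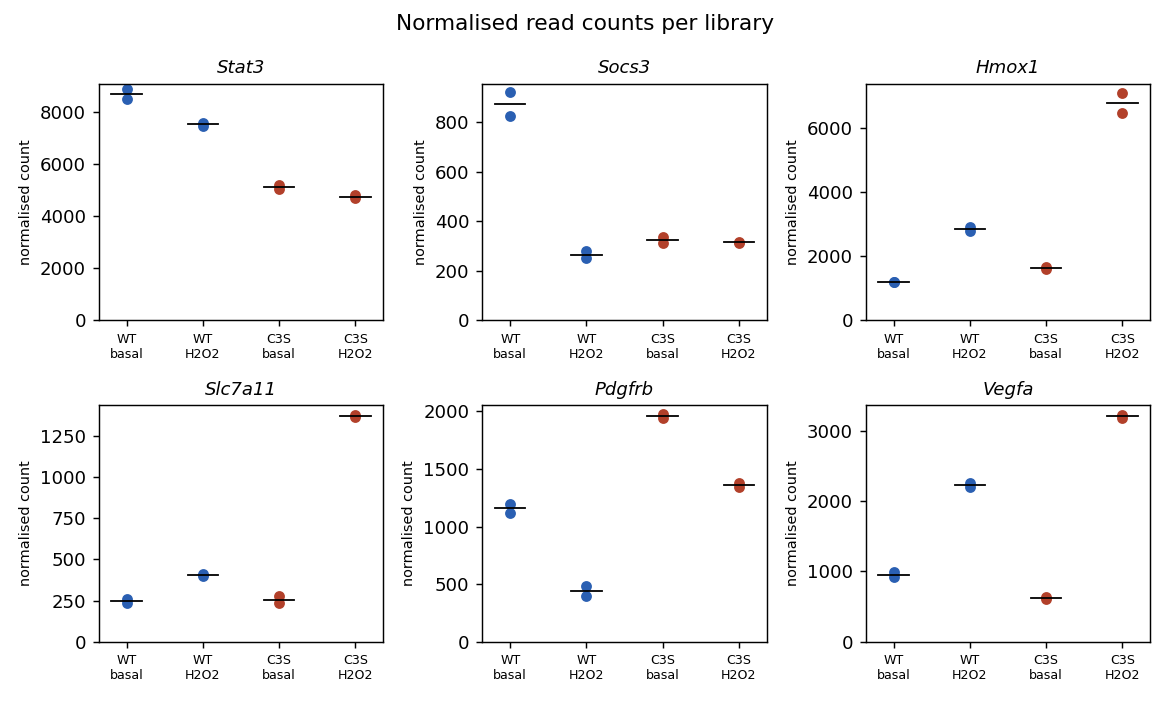
Points are normalised read counts of single libraries and bars are group means (n = 2) for Stat3, Socs3, Hmox1, Slc7a11, Pdgfrb and Vegfa in WT and C3S cells, basal and after H2O2. Socs3 fell from 873 to 264.7 in WT cells and stood at 323.0 and 313.8 in C3S cells.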

Values the study reported

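The paper identified 3617 differentially expressed genes over its comparisons and sorted them into 45 clusters, of which 10 were selected as responsive to Stat3 oxidation. These hold 199 genes, 86 lower and 113 higher in WT cells after peroxide.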

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

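The test of genes up to 50 kb downstream of an expressed gene was chosen after the result was seen. So were both tests of added effects on the risen and on the fallen pattern genes apart, with their simulated and Bonferroni counts. The share of calls on autosomes with a shifted median was planned as a condition for a gained or lost chromosome. Its reading against one was chosen after the result was seen, and no conclusion is drawn from it. The values in this part drew attention because the effect of peroxide in C3S cells differed from that in WT cells in a test of the difference itself. They are given on the log2 scale as the response in C3S cells minus that in WT cells. In all, 192 genes differed by at least 2-fold.

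Among genes of oxidative and metabolic stress, the difference was 1.73 for Slc7a11, 1.38 for Sesn2, 1.54 for Trib3, 1.28 for Chac1 and 1.44 for Gadd45a. Immediate early genes went both ways, with 1.76 for Fosb, 1.70 for Csrnp1, 1.48 for Nr4a1, -1.02 for Egr1 and -1.03 for Jun. Targets of cytokine signalling had 1.68 for Socs3 and 1.47 for Pim1, and the kinase Syk had 1.19. Genes linked to hypoxia had 1.14 for Vegfa, 1.14 for Bhlhe40, -2.21 for Adm and -1.27 for Hilpda. Clock regulators had 1.06 for Nr1d1 and 1.31 for Nfil3. Matrix and developmental genes had 3.89 for Smoc1, 1.87 for Edil3, 1.26 for Thbs2, 2.03 for Dnm3os, 1.37 for Irx3 and -1.59 for Igf2. The remaining genes were Hspa1a with -1.55, the synaptic gene Syn2 with -2.45, and the zinc finger genes Zfp40 with -2.57 and Zfp772 with -1.79. Of these, single libraries decided the calls of Egr1 (-0.983 without WT basal replicate 1, -0.984 without C3S basal replicate 1), Jun (-0.983 without WT basal replicate 2, -0.996 without C3S basal replicate 1), Nr1d1 (0.979 without C3S basal replicate 1, 0.944 without WT H2O2 replicate 2), Syn2 (-1.43 without WT basal replicate 1, -2.07 without WT H2O2 replicate 2), Zfp772 (-1.46 without C3S basal replicate 2) and Igf2 (-1.07 without C3S basal replicate 2, -1.04 without C3S H2O2 replicate 1).

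Lists of genes whose responses differed with the preset correlation, none of which did with the estimated one, are given by their median difference. Higher in C3S cells were the Nrf2 targets (0.104), immediate early genes (0.316), Atf4 stress-response genes (0.265), genes of the unfolded protein response (0.139), cytokine targets of Stat3 (0.181, or 0.141 with members at 0 set to the floor), myofibroblast genes (0.203), collagens (0.156), limb and mesenchyme transcription factors (0.396), clock genes (0.415) and Stat3 targets from the literature (0.0849 over 309 tested genes). That last list is incomplete, since the study's table of it is shorter than the set in its methods and many older symbols were not matched. Lower were the Hox genes (-0.203, or -0.237 at the floor), nuclear genes of oxidative phosphorylation (-0.127), ribosomal proteins (-0.0842) and Zfp genes (-0.272). Of the lists that the study drew from these libraries, the named risen genes had -1.53 (-1.57 at the floor), the named fallen genes 0.821, the risen pattern genes -0.985 (-1.24 at the floor) and the fallen pattern genes 0.848.

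The first pattern weighed is the rise of almost silent genes, such as Il17f, after peroxide in WT cells. Greater depth of the WT H2O2 libraries is argued against, since 92.8% of 554 such genes were still called after all libraries were thinned to the smallest total. Background spread alike over all silent genes is argued against as the whole account. Gains per kb of exon were 4.89 times as large downstream of an expressed gene on the same strand as away from one (95% interval 3.83 to 6.17). Genes with no expressed gene within 10 kb also gained, by a mean of 0.843 normalised counts per kb, and made up 53.8% of the risen. For these the ratio cannot tell background from induction. Transcription running on from a neighbour on the same strand may account for part of the pattern, with an odds ratio of 3.54 (2.40 to 5.28, Fisher's exact test, two-sided p = 1.24e-11). Run-on over at most 10 kb from an expressed gene would not give the whole, as only 20.9% of 546 placed genes lay there. That window does not cover longer run-on, or run-on from genes with fewer than 500 mean normalised counts. Risen genes with no expressed gene nearby were 53.8% at 10 kb and 19.8% at 50 kb. Within 50 kb the odds ratio was 3.78 (2.81 to 5.14) and the share 48.4%, and at that distance run-on and induction from a gene's own promoter, which stays open and was not tested, cannot be told apart from counts over exons.

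The second pattern is the set of 282 genes in the 10 patterns of oxidation response, from Aplnr to Pdgfrb. Libraries simulated with line and treatment effects that only add gave up to 308 such genes in 20 draws (median 278.5, lowest 265), but that total does not describe the 282, since at the median the draws held more risen genes and fewer fallen ones than were observed. For the 189 genes that rose in WT cells the draws gave up to 270 (median 247.5). Every draw held more risen genes than were observed, since none had fewer than 265 pattern genes or more than 42 fallen ones. The simulation thus overshot that number and did not reproduce it. Of the 189, 9 passed the test of the difference in response against up to 6 in a draw, with 1 past a Bonferroni correction. Added effects stay a candidate explanation for most of that part, but the draws do not account for its size. For the 93 that fell, Pdgfrb and Fgf7 among them, the draws gave at most 42 (median 33.5), and although opposite calls that share the WT H2O2 libraries select for a difference in response, 53 passed that test where at most 3 in any draw reached the same unadjusted p (0.00627), and 21 passed a Bonferroni correction over all 13538 genes, which argues against added effects as the whole account. A response that depends on oxidation of Stat3 stays open for the fallen genes, along with any other difference between these polyclonal lines.

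The third pattern is the large difference between the lines at baseline, such as Ddx4 and the Hox genes. A gained or lost chromosome is argued against for folds as large as that of Ddx4 (-7.40), which lies far beyond a change in copy number. The only autosome with a median shift over 0.3 was chromosome 12 (0.35 over 335 genes). It held 30 higher and 45 lower calls, 3.58% of all, short of the planned condition. Calls needed a 2-fold change, more than an added copy gives, so this share cannot tell whether a chromosome was gained. Medians of the other autosomes reached 0.28 (chromosome 10) and -0.24 (chromosome 6), so smaller or partial changes stay open. A different share of epithelial cells could contribute, since 70% of the measured epithelial markers were lower in C3S cells, Krt8 (153.8 against 9.71 normalised counts in WT and C3S cells) and Krt14 among them, although Krt7, Cldn1 and Pkp3 were called higher (by 1.52, 1.72 and 2.96 on the log2 scale) and the abundant Krt19 was higher by less than 2-fold (692.4 against 977.0), all chosen after their values were seen, which a share of 1 cell type alone would not give, and the sorts for Thy1.1 and GFP would remove only cells that did not carry these markers. For a fall of Stat3 targets with its lower transcript level, 2 lists went opposite ways. Genes near Stat3 peaks in LIF-treated cells had a median of 0.147, against it in direction, but the bound set for this test did not cover such a move. Cytokine targets of Stat3 had a median of -0.272, with 6 of 35 lower and 3 higher (camera adjusted p = 0.29, adjusted p = 0.447 with an estimated correlation). A fall of Stat3 targets therefore stays open. The C3S mutation and the separate history of both polyclonal lines were not tested apart.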

How the results depend on the processing

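All alternatives named here were planned, and no test in this part was chosen after the result was seen. Without a minimum fold change, the called genes numbered 5972 (WT H2O2 against basal), 7743 (C3S against WT at baseline), 5132 (C3S H2O2 against basal), 8721 (C3S against WT after H2O2) and 1700 (difference in response), with 2472 pattern genes, because the fold threshold is what limits these counts. With DESeq2, the difference in response had 116 genes and the patterns 120 (66 higher and 54 lower in WT cells), and the cause was not tested. Under the other alternatives that were run, these totals stayed within 1.5 times those given. Within the totals, the genes that fell in WT cells went from 236 to 153 with DESeq2, and the risen pattern genes from 189 to 109 without WT H2O2 replicate 2. The exact test and the single fit of all libraries were not planned for the difference in response, nor thinning for the patterns.

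Leaving out each library in turn gave 1092 to 1181, 1966 to 2068, 844 to 1123, 2233 to 2430 and 162 to 208 genes in the same order, and 205 to 282 pattern genes. A lone library is then assumed to vary like the other groups. The correlation of the responses was 0.788 with filterByExpr, 0.71 for genes with a mean of at least 100 counts, and 0.729 to 0.759 leaving out libraries. Against 104 list tests that passed as reported, the totals that passed were 0 with the estimated correlation, 101 with TMM scaling, and 101 to 106 leaving out libraries.

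The replicate numbers share only a number, since differences between replicates correlated by -0.0086 to 0.039 between groups. With them as a replicate block the counts were 1239, 2041, 1185, 2483 and 213, with 270 pattern genes and 104 list tests.

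For named genes, 1019 of 1038 alternatives gave the same direction and call, 14 lost the call, 4 gained one and 1 reversed. Socs3 after H2O2 in C3S cells, not called, went from -0.04 to 0.0118 without C3S basal replicate 1 (leaving out libraries gave -0.0935 to 0.0118). For lists, 509 of 561 were the same, 47 no longer passed and 5 reversed, the last all in lists that were not called. Endothelial markers after H2O2 in WT cells reversed without WT basal replicate 1 and without WT H2O2 replicate 1, with signed -log10 p of 0.00229 and 0.0131 (range -0.101 to 0.0131). Antioxidant enzymes reversed in WT cells without WT H2O2 replicate 2 (-0.00394, range -0.00394 to 0.336), and in C3S cells without C3S basal replicate 1 (0.0241) or C3S H2O2 replicate 2 (0.0866, range -0.238 to 0.0866). Depth limits the genes near 0 counts at baseline, such as Il17f, whose intervals are wide.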

Other observations

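No test in this part was chosen after the result was seen. Of 17 clock genes, 3 had a response to peroxide called higher in C3S than in WT cells and 14 were not called. Nr1d1, a repressor of the circadian clock, went from 314.8 to 317.3 normalised counts (n = 2 per group) in WT and from 534.6 to 1132 in C3S cells, a difference of 1.06 on the log2 scale (SE 0.125, edgeR adjusted p = 1.2e-07), and the call was lost without C3S basal replicate 1 (0.979) or WT H2O2 replicate 2 (0.944). Nfil3, another repressor tied to the clock and to cytokine signalling, went from 842.4 to 582.6 in WT and from 452.8 to 776.2 in C3S cells, a difference of 1.31 (SE 0.1, adjusted p = 7.85e-12). The clock list had 0 genes called lower (median 0.415, camera adjusted p = 0.000129, adjusted p = 0.102 with an estimated correlation).

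Of 325 zinc finger genes of the Zfp family, whose members share sequence so that single genes are uncertain, 8 had a response called lower in C3S cells, 0 higher and 317 were not called, while by adjusted p alone 39 were lower and 10 higher (median -0.272, camera adjusted p = 1.04e-09, adjusted p = 0.0769 with an estimated correlation). Zfp40 went from 43.0 to 52.4 normalised counts in WT and from 26.8 to 5.66 in C3S cells, a difference of -2.57 (SE 0.539, adjusted p = 0.00103).

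The number of pattern genes that rose in WT cells was 189 with the tests used here, 66 with DESeq2 and 109 without WT H2O2 replicate 2. It was 905 without a minimum fold change, and the other alternatives that changed scaling, filter, test, fit or libraries gave from 127 to 213. The values with DESeq2 and without that replicate are lower than the number the study gives, and all the others are higher.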
